A study of Rattus norvegicus with 10 samples. Its data were reported in "Scrt1, a transcriptional regulator of β-cell proliferation identified by differential chromatin accessibility during islet maturation" (2021).

How the data were processed

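Adult rat islet cells were sorted by fluorescence (FACS) into β-cells, the insulin-producing cells of the pancreas, and transfected with siRNAs against Scrt1 (siScrt1) or with a control siRNA (siCtrl). RNA was taken 48 h after transfection and sequenced. There were 10 libraries, 5 per group, and each library was assigned to its group from the genotype label in the sample records. Libraries are named siCtrl replicate 1 to 5 and siScrt1 replicate A to E.

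The authors aligned single-end reads to the rat Rnor6 transcriptome with kallisto, a tool that assigns reads to transcripts without placing them on the genome, and shares reads that fit several transcripts between them. The version of kallisto was not stated. The deposited file gives, for each of 31715 transcripts in each library, an estimated count and a TPM value (transcript abundance relative to length and library total) with the Ensembl transcript, the gene and its symbol. A further 9363 rows carried gene annotation without any value and were left out. Both measures had been scaled between libraries by the authors with Sleuth. TPM sums per library therefore ran from 821278 to 1153952 and differed between libraries. The low estimated counts in each library were whole multiples of a step, which is what 1 read was worth after scaling, from 0.842 to 1.26 scaled counts. Division by this step returned library totals within 0.00683 of a whole number, and 48.4% of the transcript values above 0 came out whole. The remaining values were fractions because reads were shared between transcripts. The quotients are called recovered reads below, and CPM values (reads relative to the library total) were computed from them. Transcript lengths in the deposited table were identical in all libraries and entered no test.

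Since the deposited estimated counts were scaled, the count-based test planned for unscaled counts was replaced by the test planned for scaled values. Scaled counts were summed over the transcripts of each Ensembl gene and tested as log2(value + 0.5) with limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3, with group as the only term. Fold changes are on this scale, which understates changes of genes with few reads. Genes were kept when they reached the CPM that corresponds to 10 reads in a library of median size in at least 5 libraries and had at least 15 recovered reads in total, which left 12941 of 23918 genes. The same limma test was applied to transcripts with at least 5 recovered reads in at least 47% of the libraries, 17473 in number. Adjusted p-values are those of Benjamini and Hochberg over all genes or all transcripts tested, and the threshold was 0.05. The uncertainty of sharing reads between isoforms was not modelled. Tables were handled with the data.table package (version 1.17.8), and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

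Gene lists for the cell cycle (S and G2/M phase genes), β-cell identity and the interferon response were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 3 sets, with the median log2 fold change of the list as its value. Lists of marker genes of α-cells, δ- and PP-cells, acinar, duct, endothelial, mesenchymal and immune cells were summed as CPM per library. The genes named individually were fixed by a rule: Scrt1, the 9 candidate targets taken from the study, Ins1, Ins2, Mki67, and the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM, and no overlap between the CPM of the groups. A gene that met this rule is not reported here. Single values per library were compared with an exact two-sided permutation test of the difference in means. With 5 libraries against 5 the smallest p-value this test can give is 0.00794.

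The groups, the tests, the gene lists, the naming rule and most alternatives were fixed before the data were examined. The alternatives fixed beforehand were other scalings (median-ratio size factors and upper quartile), other filters, TPM values with a pseudocount of 1 or 0.1, limma-voom on recovered reads with median-ratio library sizes, fry, camera with an estimated correlation, and leaving out each library in turn. Scaling by trimmed means, cyclic loess, a pseudocount of 5, the transcript filter applied to scaled values, and a term for the replicate number given in the deposited table were added after seeing the data. The fits were tested on simulated data made from the gene means and library sizes of these libraries. The gene fit, run on 12941 simulated genes, recovered 84.5% of 200 genes changed 2-fold, and 5.06% of its calls were unchanged genes. The transcript fit, run on 17473 simulated transcripts, recovered 75.5% of 200, and 3.82% of its calls were unchanged. In both, the changed ones were drawn only from those with a mean read count well above the filter. No change smaller than 2-fold and no preparation shared between libraries was simulated. The recovery therefore says nothing about smaller changes or about genes and transcripts with few reads.

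The deposited file numbers the libraries 1 to 5 in each group, while the sample labels carry no number shared by the groups, and whether same-numbered libraries come from one preparation was not stated. Their deviations from the group means correlated at 0.13 to 0.35 over the 12941 tested genes, every pair above 0.1. Over the 10275 genes with a mean log2 value above 6, which were looked at first, the range was 0.04 (replicate 2 and B) to 0.51. The mean correlation of the same-numbered pairs was the highest of the 120 possible pairings over both sets of genes. The pairing was therefore taken as real, and the result of a fit with the number as a block is given wherever it changed a call or moved a count by over 1.5 times.

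Recovered reads per library ranged from 11901342 to 17444034. Intervals given for single libraries are exact Clopper-Pearson 95% intervals and cover counting error only, since reads from amplified libraries are not independent molecules. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom from 18.4 to 114 over pairs of libraries, so no library was a copy of another. Neighbouring genes were taken from the RefSeq annotation of another assembly, GRCr8, in which 87.3% of the tested genes were found by symbol, and only the order and overlap of genes were used. No genome sequence was used here.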

Results

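The transcriptome of FACS-sorted adult rat β-cells was measured by RNA-seq 48 h after delivery of siRNAs against the transcriptional repressor Scrt1 (siScrt1) or of a negative control (siCtrl). Each group comprised 5 libraries. Sequencing depth was similar in both groups, with 14139599 ± 1482962 recovered reads in siCtrl and 14721995 ± 2049887 in siScrt1 (SD, n = 5 each; exact two-sided permutation test, p = 0.635). The insulin genes Ins1 and Ins2 together took 11.3% ± 2.52 of the reads in siCtrl and 12.3% ± 1.83 in siScrt1 (SD, n = 5 each), a difference within the spread between replicates (exact two-sided permutation test, p = 0.460).

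The first comparison asked whether the targeted gene was lowered in the sorted cells. Scrt1 (ENSRNOG00000025594), which is represented by 1 transcript in the table, had 195, 152, 231, 269 and 156 recovered reads in siCtrl replicates 1 to 5. In siScrt1 replicates A to E it had 66, 74, 59, 34 and 24 reads. This corresponded to 14.1 ± 2.61 CPM in siCtrl and 3.58 ± 1.63 CPM in siScrt1 (SD, n = 5 each), a reduction of 74.6%. On the scale of the deposited TPM values the means were 8.13 ± 1.58 and 2.14 ± 1.03 (SD, n = 5 each). The groups did not overlap (exact two-sided permutation test, p = 0.00794, the smallest possible with 5 against 5). The lowest siCtrl library, replicate 2, had 11.7 CPM (95% interval 9.93 to 13.7), and the highest siScrt1 library, replicate A, had 5.55 CPM (95% interval 4.29 to 7.06). The fitted log2 fold change was -2.06 (SE 0.308, limma adjusted p = 0.00618). The alternative that moved this value most, log2(TPM + 1), gave a log2 fold change of -1.59.

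**Figure D1:**
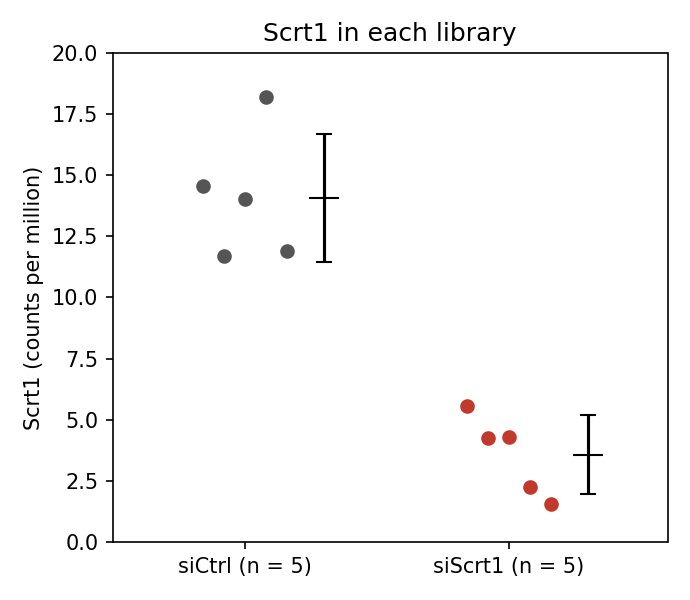
Scrt1 in CPM (vertical axis) in the 5 siCtrl and 5 siScrt1 libraries, one point per library in replicate order, with the group mean and SD at the right of each group. The siScrt1 libraries lie between 1.57 and 5.55 CPM, all under the lowest siCtrl library at 11.7 CPM.

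The main comparison asked which genes change when Scrt1 is silenced. Of 12941 genes tested, 136 had a limma adjusted p-value under 0.05. Of these 136 genes, 88 were lowered and 48 were raised in siScrt1. At an unadjusted p-value under 0.05 there were 1435 genes, where chance alone would give about 647. The median change of the lowered genes was 0.47 on the log2 scale, and that of the raised genes was 0.69. A change of at least 2-fold was fitted for 2 of the lowered and 9 of the raised genes. The groups did not overlap for 128 of the 136 genes. Over all tested genes 2.96% showed no overlap, against 0.794% by chance for 5 libraries against 5. Of the alternatives that kept all libraries, the count moved most when a term for the replicate number in the deposited table was added, to 259 genes. Leaving out siScrt1 replicate D lowered it to 62.

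**Figure D2:**
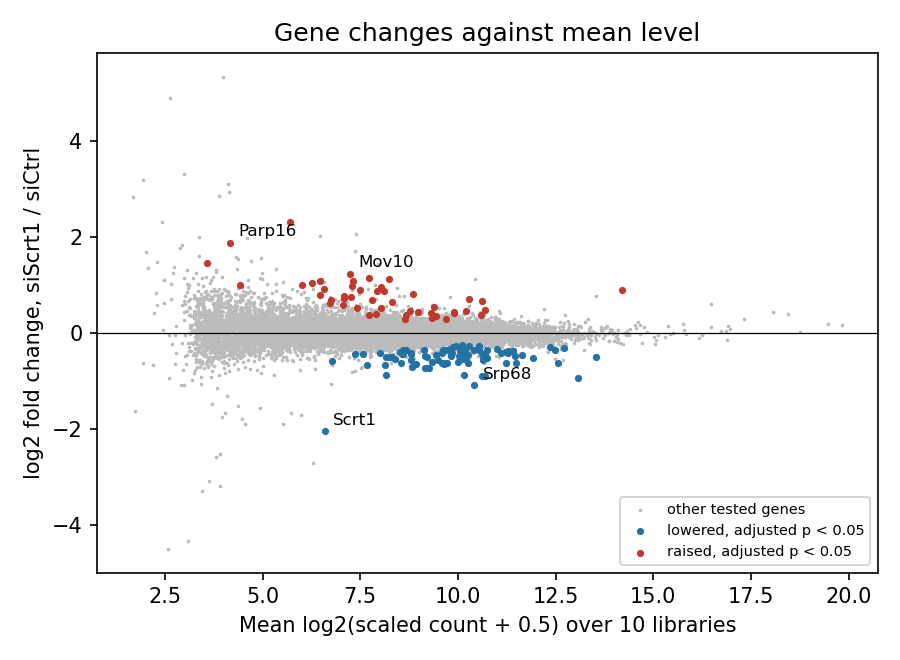
Log2 fold change of siScrt1 over siCtrl (vertical axis) against the mean log2(scaled count + 0.5) over the 10 libraries (horizontal axis), one point per tested gene. The 88 lowered genes are blue and the 48 raised genes are red, and the lowered genes sit further to the right, at a median level of 9.97 against 7.91.

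Apart from Scrt1, the largest falls among genes that met the naming rule included those of Srp68, Ugt8 and Akt1. Srp68 (ENSRNOG00000009351) fell from 141 ± 6.73 to 65.7 ± 11.3 CPM (SD, n = 5 each), a log2 fold change of -1.08 (SE 0.114, limma adjusted p = 0.000912). Akt1 (ENSRNOG00000028629) had 151 ± 20.01 CPM in siCtrl and 79.7 ± 12.6 CPM in siScrt1 (SD, n = 5 each), with a log2 fold change of -0.90 (SE 0.132, limma adjusted p = 0.00568). Ugt8 is described with the candidate targets. The largest rises among genes that met the naming rule, which asks for a mean of at least 5 CPM, were those of Mov10, Mslnl, Syngr2, Ifih1 and Nfatc2. Mov10 (ENSRNOG00000012946) rose from 6.92 ± 0.322 to 16.1 ± 2.49 CPM (SD, n = 5 each), a log2 fold change of 1.23 (SE 0.111, limma adjusted p = 0.000344). Mslnl (ENSRNOG00000039339) rose from 10.0 ± 1.74 to 21.8 ± 3.93 CPM (SD, n = 5 each), a log2 fold change of 1.15 (limma adjusted p = 0.00385). Mslnl lies beside its relative Msln, and reads that fit both genes would have been shared between them. Syngr2 (ENSRNOG00000050547) and Ifih1 (ENSRNOG00000006227) had log2 fold changes of 1.11 (SE 0.121, limma adjusted p = 0.00105) and 1.09 (SE 0.156, limma adjusted p = 0.00528). In all of these genes every siScrt1 library lay on one side of every siCtrl library, which the naming rule required.

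At the level of single transcripts, 73 of 17473 had a limma adjusted p-value under 0.05, of which 51 were lowered and 22 were raised. These belonged to 72 genes. Of the 72 genes, 69 had also passed in the test of whole genes. The other 3, Ywhag, Pabpc1 and Ssr1, were named after their values were seen and had limma adjusted p-values of 0.0565, 0.115 and 0.269 as whole genes. Leaving out siCtrl replicate 5 or siScrt1 replicate E lowered the number of transcripts to 16, and adding the replicate number as a block lowered it to 29.

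A list of 9 candidate targets was taken from the study. It holds 7 genes that the study named as possible Scrt1 targets in connection with proliferation, glucose signalling or sphingolipid metabolism, and Nfatc1 and Nfatc2, which the study set against the changes of islet maturation. Since the study picked them on these libraries, the list is not independent evidence. The study had other evidence too, which was not examined here. It defined putative targets by Scrt1 motifs in accessible chromatin near the gene. It also reported qPCR of Nfatc1, Nfatc2, Notch1 and Syt4 in sorted β-cells. Over all genes tested, 7 of the 9 had a limma adjusted p-value under 0.05, 4 raised and 3 lowered. All 9 were under 0.05 when adjusted over the list alone, and the CPM values of the groups did not overlap for any of them. Parp16 (ENSRNOG00000029127) showed the largest rise of the list, with a log2 fold change of 1.88 (SE 0.259, limma adjusted p = 0.00475), on 6 to 11 recovered reads per siCtrl library and 24 to 51 per siScrt1 library. Nfatc2 rose by 1.09 (SE 0.213, limma adjusted p = 0.0293), Notch1 by 0.90 (SE 0.191, limma adjusted p = 0.0440) and Nfatc1 by 0.77 (SE 0.131, limma adjusted p = 0.0134) on the log2 scale. Ugt8 had a log2 fold change of -0.91 (SE 0.133, limma adjusted p = 0.00568), with 162 ± 22.8 CPM in siCtrl and 84.3 ± 13.9 CPM in siScrt1 (SD, n = 5 each). The falls of Ppp3r1 and Ppp2r1b were smaller, with log2 fold changes of -0.40 (SE 0.0626, limma adjusted p = 0.00752) and -0.38 (SE 0.0584, limma adjusted p = 0.00707). Ywhag at -0.55 (SE 0.122, limma adjusted p = 0.0565) and Syt4 at -0.36 (SE 0.0914, limma adjusted p = 0.0966) did not pass over all genes. With the replicate number as a block both passed, with limma adjusted p-values of 0.00906 and 0.0210, so that all 9 did. Notch1 lost its call in 13 of 21 alternatives and Nfatc2 in 8 of 21, with limma adjusted p-values up to 0.149 and 0.0956. The number of candidate targets under 0.05 was 4 with log2(TPM + 0.1) and 4 without siScrt1 replicate D.

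**Figure D3:**
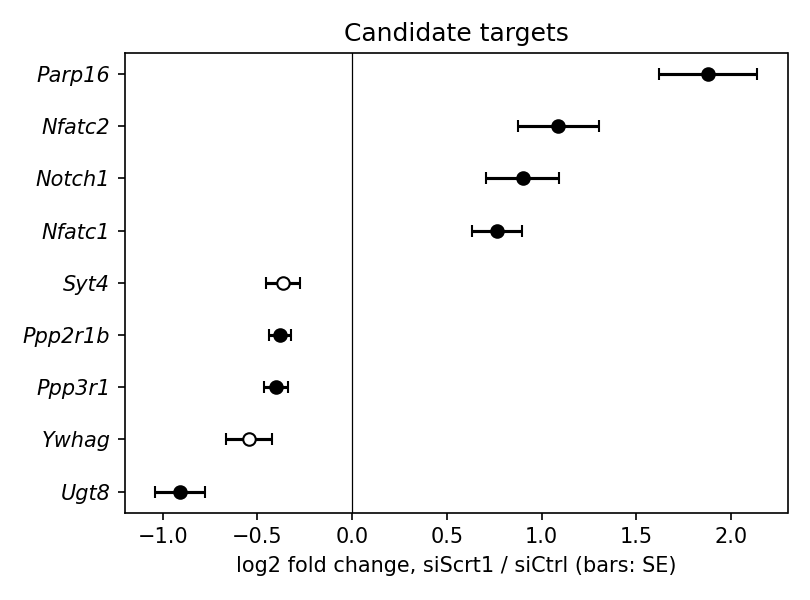
Fitted log2 fold change of siScrt1 over siCtrl (horizontal axis) for the 9 candidate targets, with bars of 1 SE. Filled points have a limma adjusted p-value under 0.05 over all genes and open points do not: 7 are filled, and Syt4 and Ywhag are open.

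The study also asked whether Scrt1 controls β-cell proliferation and specialization. It reported more proliferation of insulin-positive cells after silencing, by BrdU incorporation in dispersed islet cells. It also placed cell proliferation among the highest gene ontology hits of this RNA-seq. The cell cycle list here is not that ontology. It measures mRNA in sorted cells at 48 h, so it does not test the BrdU result. Of the cell cycle list, 67 genes were tested, with a median log2 fold change of -0.01, and 32 of them had a positive value (camera, adjusted p = 0.688). None of the 67 had an adjusted p-value under 0.05 in the limma test of single genes, and 1 had an unadjusted p-value under 0.05. Mki67, a marker of dividing cells, had 4.25 ± 1.26 CPM in siCtrl and 4.41 ± 1.74 CPM in siScrt1 (SD, n = 5 each), with a log2 fold change of 0.05 (SE 0.300, limma adjusted p = 0.973). The difference was within the spread between replicates. The 28 β-cell identity genes had a median of 0.03 (camera, adjusted p = 0.200), and none of them passed singly, with 3 at an unadjusted p-value under 0.05. Ins1 and Ins2 had log2 fold changes of 0.15 (SE 0.298, limma adjusted p = 0.893) and 0.19 (SE 0.289, limma adjusted p = 0.853). These genes are closely related, and reads that fit both were divided between them by the authors' counting.

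The interferon response list served as a check for an innate reaction to transfected RNA that differs between the groups. Both groups were transfected with siRNA, so a reaction common to both could not be seen. Its 28 tested genes had a median log2 fold change of 0.05 (camera, adjusted over the 3 sets, adjusted p = 0.135). Among them, 18 had a positive value, and Ifih1 was the 1 gene with a limma adjusted p-value under 0.05. No set passed 0.05 after adjustment with camera, with fry (interferon response, adjusted p = 0.0753) or with camera at an estimated correlation (adjusted p = 0.249). Without siCtrl replicate 2 the interferon list passed with camera at an adjusted p of 0.0369 and a median of 0.11, and without siCtrl replicate 1 its median was -0.00071.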

Values the study reported

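The study reported that siRNAs against Scrt1 lowered its expression in adult rat islet cells by about 70%. It reported 168 genes with an FDR adjusted p-value below 0.05 in the RNA-seq of sorted β-cells, of which 111 were down-regulated and 57 were up-regulated.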

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

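The tests in this part were chosen after the values were seen, with 2 exceptions fixed beforehand. These are the group comparison of the mesenchymal sums and the fit without siCtrl replicate 3. In 72 groups of 5 libraries, one per reported measure and group, 4 held a library far from the other 4 of its group by Dixon's ratio, and chance alone gives about 4.

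The genes AABR07015057.1, AABR07000398.1 and AABR07015081.2, which carry no descriptive name and were picked after their values were seen, took 11.9% of the reads in siCtrl replicate 1 and 3.35% to 5.30% in the other 4 siCtrl libraries. The depth of that library was not unusual, since its 13391715 recovered reads lie within the range of its group. The measure is a share of the library's own reads, so this check does not decide the cause. In the siScrt1 group the highest share, 13.9%, was that of replicate A, which carries the same number in the deposited table. A preparation shared by same-numbered libraries is a candidate explanation, and it goes with the joint deviations of same-numbered libraries over all tested genes. The group means, 5.62% and 7.17%, differed by less than the spread between replicates (exact two-sided permutation test, p = 0.516). This test was unpaired, so its spread includes differences between preparations. No paired test was run, and a difference within same-numbered pairs stays open. No biological explanation was tested.

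The summed mesenchymal marker genes reached 16.8 CPM in siCtrl replicate 4, against 3.71 to 6.86 CPM in the other siCtrl libraries, and 30.9 CPM in siScrt1 replicate D, against 4.72 to 8.74 CPM in the other siScrt1 libraries. RNA from mesenchymal cells may explain this. Of the 6 listed genes with a mean of at least 0.1 CPM, 3 (Col1a1, Col3a1 and Pdgfrb) were highest in both libraries, while Pdgfra, Dcn and Col1a2 were not. Col1a1 reached 8.86 CPM in siCtrl replicate 4 and 12.7 CPM in siScrt1 replicate D, and Col1a2 was at 0 in the first and at 6.72 CPM in the second. Both libraries carry the number 4 in the deposited table, so a shared preparation is possible too. Since the listed genes went different ways, the source stays open. The sums were 7.44 ± 5.39 CPM in siCtrl and 11.2 ± 11.2 CPM in siScrt1 (SD, n = 5 each). They did not differ in an unpaired test (exact two-sided permutation test, p = 0.548), and no paired test was run.

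Srp68 stood at 129 CPM in siCtrl replicate 3, under the 143 to 146 CPM of the other siCtrl libraries. It may reflect chance among the groups tested, since 4 of the 72 held such a library, about what chance gives. It lies far above the highest siScrt1 library at 81.1 CPM, and without siCtrl replicate 3 Srp68 kept its call. A biological cause was not tested.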

How the results depend on the processing

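Scrt1 stayed lowered with an adjusted p-value under 0.05 in all 21 alternatives, with log2 fold changes from -2.26 to -1.59. The 136 changed genes became 94 to 145 under the other scalings, filters, pseudocounts and TPM values and with limma-voom, all within 1.5 times. With trimmed means, 135 of the 137 genes called were among the 136, and with cyclic loess 114 of 119 were. None of the scalings moved the median of all genes by 0.1 or the share of lowered genes by over 10 percentage points.

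When 1 library was left out, genes changed ranged from 62 (without siScrt1 replicate D) to 133 across the 10 fits that each left out one replicate, and transcripts changed from 16 (without siCtrl replicate 5 or siScrt1 replicate E) to 67. All 62 genes called without siScrt1 replicate D were among the 136. Each of these fits had 1 library fewer, and no other cause was tested. The candidate targets under 0.05 ranged from 4 to 7. The median of the cell cycle list ranged from -0.050 to 0.046 and changed sign without siCtrl replicate 1 or 3 or siScrt1 replicate B or C. That of the interferon list ranged from -0.00071 (without siCtrl replicate 1) to 0.11 (without siCtrl replicate 2, the 1 fit in which it passed, adjusted p 0.0369). The β-cell identity list ranged from 0.018 to 0.091 and did not pass in any of these fits. With log2(TPM + 0.1) 4 candidate targets passed; the cause was not tested.

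Fits with the replicate block gave 259 genes (154 lowered, 105 raised; 132 shared with the 136), 29 transcripts and all 9 candidate targets, Ywhag and Syt4 included. The block changed no other call among the named genes and the 3 sets. Why it raised the number of genes and lowered that of transcripts was not tested.

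Of the named genes, Mki67, near 0 throughout, changed sign with limma-voom (-0.0083) and ranged from -0.15 to 0.26 across the fits that left out one replicate. Across single named genes 24 values lost their call (8 with all libraries, 16 with one left out) and 5 gained it (3 and 2). All 24 losses were among Notch1, Nfatc2, Ppp3r1 and Nfatc1. For Mov10, Srp68, Syngr2, Mslnl, Ifih1, Akt1, Ugt8 and Ppp2r1b the call held in all 21 alternatives, and for Parp16 in all 20 in which it was tested. The planned DESeq2 test was not run because the deposited counts were scaled. The planned natural-log limma fit of transcripts differs from the main one only in its log base and also gave 73.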

Other observations

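The tests of level by loess and that of random placement were chosen after the results were seen; the tests on other splits, on overlap and on the interferon list were not, but the adjustment of the last over the 3 sets was added after its unadjusted value was seen.

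The 10 libraries can be divided into groups of 5 in 126 ways, of which 100 were drawn, the real one included. In 1 of the 100 splits, the real one, as many genes (136), as many transcripts (73) and as many candidate targets (7) had an adjusted p-value under 0.05. The count of candidate targets decides nothing here, since the study picked them on the real grouping of these libraries. The next highest count of genes was 51, the median was 0, and the next highest count of transcripts was 4. The real split parts all 5 same-numbered pairs. The 12 other drawn splits that also do gave 0 changed genes each. The rest keep at least 1 such pair together, so that differences between preparations can add to theirs, and the split with 51 genes parted 1 pair. For the sets, a camera p-value as small came up in 84 of the 100 splits for the cell cycle list, 57 for the β-cell identity list and 12 for the interferon list.

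At the level of transcripts, 72 genes had a changed transcript. That is lower than the number of genes quoted from the study above, as is the count of 136 from the test of whole genes. The study used Sleuth and the tests here were limma fits, so the counts come from unlike tests. Why they differ was not tested.

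Lowered genes were more abundant than raised genes. Their median levels, as mean log2 scaled counts, were 9.97 and 7.91, against 8.20 for genes without a call. Above 10 on this scale 43 genes were lowered and 6 raised, while between 6 and 8 there were 6 lowered and 21 raised, and under 6 there were 0 and 4. The uncalled genes did show a slight trend, from a median log2 fold change of 0.062 under 6 to -0.021 above 10. Loess scaling, which removes such a trend, reduced the difference in median level from 2.06 to 1.33 (bootstrap SE 0.437) without removing it, and to 1.17 (bootstrap SE 0.309) with the replicate number as a block, so the trend may contribute but is not the whole of it. The lowered genes had the smaller changes (median 0.47 against 0.69), and small changes are called more easily in abundant genes, so the limit of detection also stays open. Among the 136 top genes of each drawn split, 3 of the 100 splits gave a difference as large. A hypothesis that remains open is that silencing Scrt1, or the siRNAs themselves acting on other abundant transcripts, lowers mostly abundant genes. No siRNA or transcript sequences were used here, so this was not tested.

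Changed genes lay next to each other more often than by chance. Among 130 changed genes that could be placed in gene order, 6 pairs of neighbouring tested genes changed in the same direction and 1 pair in opposite directions. Random placement within classes of similar abundance gave 0.836 same-direction pairs on average, and a permutation test gave p = 0.0001, the smallest that 10000 placements can give. The pairs, named after their values were seen, were Rpusd1 with Mslnl, Mslnl with Msln, and Kank2 with Dock6, all raised, and Acsl5 with Zdhhc6, Uap1 with Uhmk1, and Rtn4 with Eml6, all lowered. In the other drawn splits the 136 top genes gave at most 4 such pairs, and 1 of the 100 splits, the real one, gave 6, which argues against neighbours that vary together whatever the grouping. Reads shared between overlapping genes could account for 2 of the pairs, Acsl5 with Zdhhc6 and Rtn4 with Eml6. Shared reads between Msln and its neighbouring relative Mslnl stay open for that pair, and the pair of Rpusd1 with Mslnl rests on the same gene. Without the overlapping pairs, 4 pairs remained, against 0.777 on average in random placements (permutation test, p = 0.0087). This argues against overlap as the whole explanation. Whether the pairs exceed chance without those of Mslnl as well was not tested. A local effect on chromatin is a hypothesis, and was not tested either.

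Ifih1 and Mov10, which encode proteins that bind RNA, were both raised. A general interferon response is a candidate explanation. Without Ifih1 the other 27 genes of the interferon list had a median log2 fold change of 0.05 (camera, adjusted p = 0.220, against 0.135 with Ifih1), 17 of them positive and 1 with an unadjusted p-value under 0.05. Since members went both ways, this does not decide the matter, and a specific effect of silencing Scrt1 on both genes cannot be told apart from a partial response to the siRNAs.

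None of the 7 lists of other cell types differed between groups in unpaired tests (exact two-sided permutation tests, adjusted p = 0.905 for each). No paired tests of these lists were run. The sums were 390 ± 141 and 344 ± 93.0 CPM for α-cell genes, 41.4 ± 21.4 and 44.7 ± 23.3 CPM for δ- and PP-cell genes, 3.49 ± 1.24 and 3.55 ± 0.701 CPM for acinar genes, 219 ± 32.3 and 231 ± 24.1 CPM for duct genes, 3.62 ± 0.629 and 3.55 ± 0.549 CPM for endothelial genes and 6.09 ± 1.14 and 6.38 ± 1.56 CPM for immune genes in siCtrl and siScrt1 (SD, n = 5 each). The mesenchymal sums are given above. Gcg made up most of the α-cell sum (386 ± 141 and 340 ± 93.0 CPM, SD, n = 5 each) and Krt7 most of the duct sum (215 ± 31.0 and 227 ± 22.4 CPM, SD, n = 5 each).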
